A study of Drosophila melanogaster with 9 samples.

How the data were processed

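RNA from pools of 10 whole wandering third-instar larvae of Drosophila melanogaster was measured as poly(A)-selected, strand-specific Illumina libraries, per the labels' protocols. Larvae had been reared at 3 densities, described in the labels as 5 (low), 60 (medium) and 300 (high) eggs per ml of a sugar and yeast diet, with 3 replicate pools per density. The sex of the larvae is not stated in the labels.

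The deposited table holds expected counts, 1 column per library and 17759 genes, and was not normalized by the authors. Per the file headers, the authors counted read pairs with featureCounts 1.6.2 over exons of the RefSeq annotation of the Release 6 assembly, grouped by gene symbol, on the reverse strand, with both ends mapped and chimeric pairs left out. A read pair that maps to several places added a fraction to each, so that 5.06% of all deposited count values, in 14.8% of the genes, are not whole numbers. The aligner and any trimming of reads are not recorded in the headers or labels. Fractional counting divides reads among near-identical copies, so the counts of such genes are uncertain in how they are shared. All 9 sample columns were used. Gene coordinates are those of the deposited table, on Release 6. Of the gene symbols, 16913 were found as current symbols in the RefSeq table of the same assembly, 796 as older synonyms at the same place, and 50 had no match. The table also gives the summed exon length of each gene, which was used for a check on length.

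Library totals ranged from 16822606 counts (high replicate 2) to 25141308 counts (high replicate 3). A gene at 3 counts, taken as the floor, corresponded to between 0.119 and 0.178 CPM (counts scaled to library totals) depending on the library. Counting error alone is small for most tested genes at this depth, so the spread between replicate pools limits the precision. No pair of replicate libraries was alike within sampling noise: the chi-square statistic per degree of freedom over genes with at least 20 summed counts was between 16.2 and 185.3.

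The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 12883. TMM factors, a dispersion estimated over all 9 libraries, and the quasi-likelihood F-test were used with 1 coefficient per density. Each pair of densities was compared, and a joint test asked for any difference among the 3. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p of 0.05. Fold changes are log2 values from edgeR, and standard errors were derived from the fold change and its F statistic. CPM values are TMM-scaled, with means and SD over 3 libraries. Scores of gene lists are means of log2 CPM with a prior count of 2, relative to the mean of the low-density libraries.

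The 18 gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, for lists with at least 4 tested genes, and adjusted over all 54 tests. The position of medium between low and high is the median, over the genes changed between high and low, of the medium against low change divided by the high against low change. Because both changes share the low-density libraries, it was set beside 20 simulated data sets with medium equal to low, 20 with medium equal to high and 20 with medium midway.

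The genes named were the 4 largest rises and the 4 largest falls of each pairwise comparison among genes past the threshold with non-overlapping CPM and a mean of at least 5 CPM in the higher group, or the 3 smallest p-values where none passed. The most abundant member of each list past the threshold, and roX1 and roX2 as markers of sex, were added. The groups, the tests, the gene lists, this rule and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0, limma voom, RLE factors, upper-quartile factors, library totals alone, no filter, at least 10 counts in every library, fits with only the 2 groups compared, replicate number as a block, roX as a covariate, leaving out each library, fry, and camera with an estimated correlation. The following alternatives were chosen after seeing the data: only genes with whole counts, leaving out ribosomal RNA genes, the roX covariate together with the replicate block, and a narrower proteasome list. The wording fixed for the proteasome list, on which symbols to leave out, left room for more than 1 reading; the reading reported is the first that was coded, and the narrower one leaves out 8 further genes, whose current symbols end in T and a digit or in R.

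The tests were tried on simulated counts for the 12883 genes with known changes. In the comparison of high with low, edgeR recovered 98% of the genes changed 4-fold and 68% of those changed 2-fold, with 7 false calls among 96. In the comparison of medium with low it recovered 98% and 58%, with 7 false calls among 85. DESeq2 made 40 false calls among 130 in the same comparison of medium with low. Among 90 tests of unshifted lists of independent genes, camera made 0 calls. Figures were drawn with matplotlib 3.10.9. Analyses of GC content were not run.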

Results

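Whole third-instar larvae of the fruit fly Drosophila melanogaster were profiled by RNA sequencing after growth at 3 larval densities, to ask which transcripts differ under overcrowding. Each of the 9 libraries came from a pool of 10 wandering larvae, the stage at which larvae leave the food before pupariation. The low (5 eggs per ml), medium (60 eggs per ml) and high (300 eggs per ml) densities had 3 libraries each. Deposited counts summed to between 22620583 and 23656877 per library at low density and between 21943380 and 23621435 at medium density. At high density they summed to 23165106 for replicate 1, 16822606 for replicate 2 and 25141308 for replicate 3. The mitochondrial large ribosomal RNA, lrRNA, took between 6.27% and 8.55% of the counts of a low-density library. At medium density it took between 7.37% and 10.24%, and at high density between 10.06% and 11.36%. TMM factors were between 0.98 and 1.01 at low, 0.906 and 0.947 at medium and 1.023 and 1.143 at high density. The median gene had a within-group SD of 0.131 on the log2 scale at low density, 0.152 at medium density and 0.228 at high density, so the crowded pools varied most. This rests in part on high replicate 3. Its log2 CPM correlated at 0.9488 and 0.9665 with high replicates 1 and 2, which correlated at 0.9774 with each other. The medium pairs correlated between 0.9759 and 0.9867.

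The first principal component held 52.5% of the variance of log2 CPM and the second held 24.5%. On the first, the medium libraries scored from 22.6 to 74.3, the low libraries from -10.0 to 6.9 and the high libraries from -59.0 to -26.3. On the second, the high libraries were spread from -55.3 for replicate 1 to 18.5 for replicate 3. The joint edgeR test found 4330 of 12883 genes (33.6%) with a difference among the 3 densities at an adjusted p under 0.05. The alternative that moved this count most was leaving out high replicate 2, which gave 990 genes. Leaving out medium replicate 1 gave 1285, medium replicate 3 gave 1387, low replicate 1 gave 1853, low replicate 2 gave 2252 and low replicate 3 gave 2880.

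**Figure D1:**
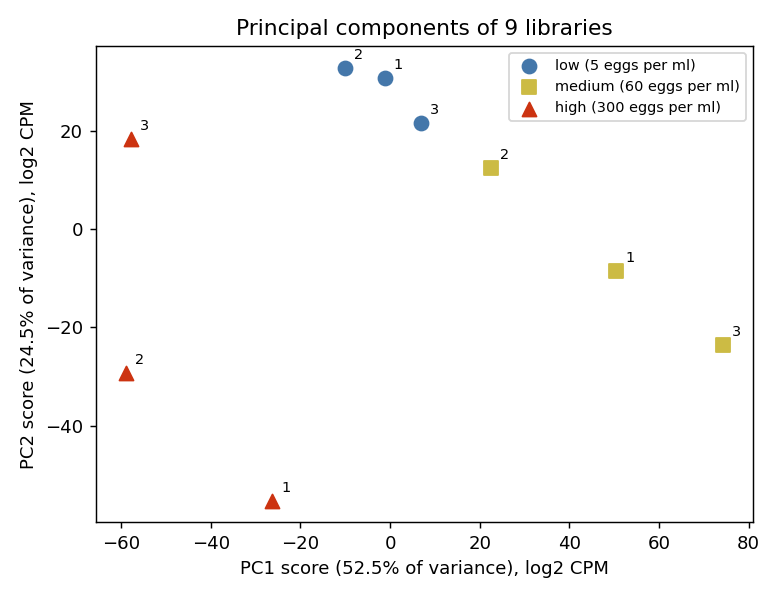
Scores of the 9 libraries on the first (x axis) and second (y axis) principal components of log2 CPM, with the share of variance on each axis. Each point is 1 library with its replicate number, and colour and shape give the density; high replicate 3 scored 18.5 on the second component while high replicates 1 and 2 scored -55.3 and -29.3.

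Comparing the highest with the lowest density asks for the transcripts that differ between the extremes of crowding. The edgeR quasi-likelihood test called 1961 of 12883 genes (15.2%) at an adjusted p under 0.05, of which 539 were higher and 1422 lower at high density. Of these, 616 differed by more than 2-fold, and the median size of the change was 0.69 on the log2 scale. CPM of the 3 high and the 3 low libraries did not overlap in 4256 genes, or 33.0% of those tested, where chance gives 10%. The count ranged from 807 without low replicate 1 to 2755 without high replicate 3 when single libraries were left out; it was 968 without low replicate 2, 992 without low replicate 3 and 989 without high replicate 2. The direction of the calls depended on the scaling. With TMM factors 27.5% of the calls were rises, against 41.6% with upper-quartile factors and 65.1% with library totals alone, which raised the median log2 fold change of all genes by 0.15.

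The largest rises were those of ng1, ng2, CG13230 and ng3. The ng genes lie side by side on chromosome X and code for proteins of the larval salivary gland. No label gives the time of collection. A difference in developmental time between densities was not tested as a source of these or other calls, and stays open. The gene ng3 (3241491 to 3242084, minus strand) averaged 128 ± 42.2 CPM at high density and 2.1 ± 0.424 CPM at low density (SD, n = 3 each), a log2 fold change of 5.93 with a standard error of 0.69 (edgeR adjusted p 0.00252). The gene ng2 (X, 3240026 to 3240571, minus strand) rose from 0.244 ± 0.136 to 18.5 ± 2.86 CPM, by 6.20 ± 0.42 (SE) on the log2 scale (edgeR adjusted p 0.000747). For ng1 (X, 3242412 to 3242934, plus strand) the levels were 0.0999 ± 0.0622 and 11.8 ± 6.41 CPM and the log2 fold change 6.79 ± 0.56 (SE), with an edgeR adjusted p of 0.00104. Some counts of ng1 and ng2 are fractions of reads that also map elsewhere, and ng1 overlaps another gene on its strand, so how their reads are shared is uncertain; at low density both rest on few counts. CG13230, a protein-coding gene at 2R, 11154896 to 11155293, plus strand, had a log2 fold change of 5.99 ± 1.44 (SE, edgeR adjusted p 0.0276), but its 3 high libraries ranged from 0.422 to 40.9 CPM and it lost its call in 6 of 20 alternatives. These were limma voom, the fit with only the 2 groups compared, and the fits without low replicate 1, low replicate 2, low replicate 3 or high replicate 2. The other 3 genes kept theirs in every alternative in which they were tested.

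The largest falls were in CG3348 (3R, 27291535 to 27292209, minus strand), from 21.1 ± 3.55 to 1.89 ± 0.392 CPM (log2 fold change -3.49, SE 0.44, edgeR adjusted p 0.003), and in the non-coding RNA lncRNA:CR46100 (3R, 25553703 to 25554335, minus strand), from 10.2 ± 1.63 to 1.3 ± 0.577 CPM (log2 fold change -2.95, SE 0.31, edgeR adjusted p 0.00196). CG42823 (3R, 17404487 to 17405109, minus strand) fell from 25.0 ± 8.32 to 3.36 ± 2.92 CPM, with a log2 fold change of -2.86 (SE 0.54, edgeR adjusted p 0.0107). These 3 kept their calls under all 22 alternatives. CG12057 (X, 9191657 to 9192548, plus strand) fell from 140 ± 19.3 to 18.5 ± 22.7 CPM, a log2 fold change of -2.91 (SE 0.82, edgeR adjusted p 0.0476). Its high libraries ranged from 2.32 to 44.4 CPM, and it lost its call in 11 of 22 alternatives, among them RLE factors, library totals alone, and leaving out any low or medium library or high replicate 2.

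**Figure D2:**
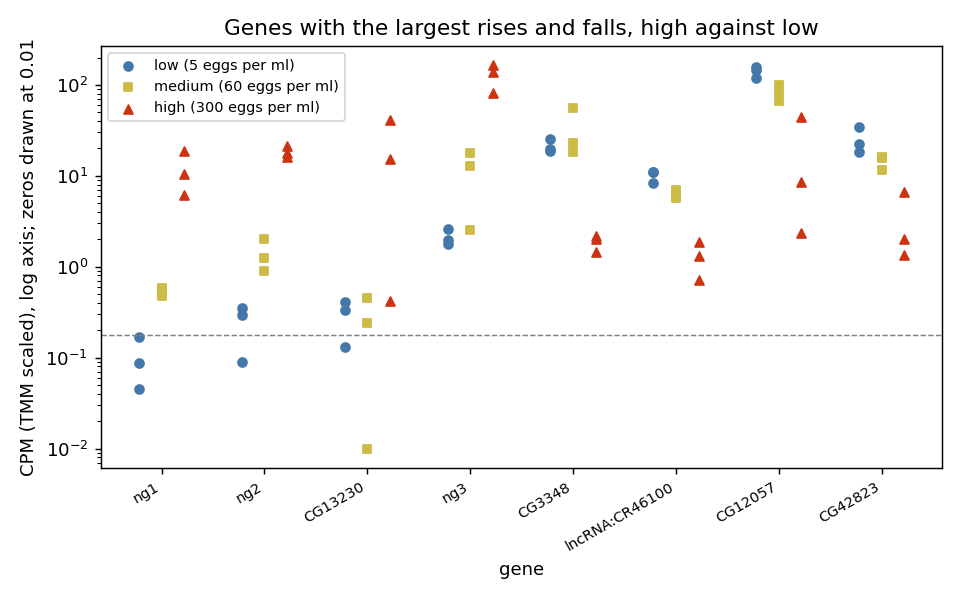
CPM (TMM scaled, log axis) in each of the 9 libraries for the 4 genes with the largest rises and the 4 with the largest falls between high and low density, with zeros drawn at 0.01. Points are single libraries, and colour and shape give the density. The dashed line marks 0.178 CPM, which 3 counts give in the smallest library, high replicate 2, before TMM scaling. The TMM factor of that library was 1.143, so its 3 counts lie somewhat below the line on this axis. The gene ng3 lies between 82.1 and 165 CPM at high density and between 1.76 and 2.57 CPM at low density.

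Comparing medium with low density asks whether moderate crowding already differs from sparse culture. At an adjusted p under 0.05, 0 of 12883 genes were called by edgeR, while 3223 had an unadjusted p under 0.05 and the smallest adjusted p was 0.13. CPM of the 2 groups did not overlap in 5208 genes (40.4%, where chance gives 10%). The result rested on the tool and on 1 library: DESeq2 called 1554 genes, and edgeR without medium replicate 2 called 1094, of which 1024 were lower at medium density. With each of the other libraries left out the count was 0. The 3 genes with the smallest p-values were not significant at an adjusted p of 0.13 in edgeR. CG15043 (X, 18493193 to 18494168, minus strand) measured 20.4 ± 0.502 CPM at medium and 33.5 ± 3.66 CPM at low density. The non-coding lncRNA:CR43410 (2L, 13632676 to 13633166, minus strand) measured 0.614 ± 0.0996 and 1.98 ± 0.166 CPM, and CG8997 (2L, 13843915 to 13845325, minus strand) 777 ± 130 and 1380 ± 115 CPM. All 3 passed the threshold in DESeq2 and without medium replicate 2.

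Comparing high with medium density asks what differs between moderate and severe crowding. Here edgeR called 5102 genes (39.6% of 12883), 2749 higher and 2353 lower at high density, with 2586 changed more than 2-fold. CPM did not overlap in 49.1% of genes, where chance gives 10%. With the level of the male-specific RNAs roX1 and roX2 as a covariate, 1131 genes were called, of which 1077 were also called without it. Without medium replicate 1 the count was 2675, without medium replicate 3 it was 3268, and without high replicate 2 it was 3080. Rises made up 53.9% of the calls with TMM factors, 66.5% with upper-quartile factors and 84% with library totals alone. The last raised the median log2 fold change of all genes by 0.25.

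Among the named genes of this comparison, CG11659 (3R, 19775459 to 19777280, minus strand) was at or under 3 counts in every medium library and averaged 5.8 ± 6.84 CPM at high density, at least 40.7-fold higher (edgeR adjusted p 0.0104). Its high libraries ranged from 0.717 to 13.6 CPM, part of its counts are fractions of shared reads, and its call was lost with the roX covariate. The gene hgo (2L, 11136393 to 11138565, plus strand) measured 5.88 ± 2.69 CPM against 0.0956 ± 0.0837 CPM, a log2 fold change of 5.86 (SE 0.67, edgeR adjusted p 0.00199), whose size is uncertain because the medium libraries had few counts. The genes ng1 and ng2 rose by 4.44 ± 0.46 and 3.72 ± 0.34 (SE) on the log2 scale (edgeR adjusted p 0.00157 and 0.0012), with the same uncertainty from shared reads. The largest fall was in IM1 (2R, 18383949 to 18384378, plus strand), now named BomS1, with a log2 fold change of -5.05 (SE 1.76, edgeR adjusted p 0.0492). IM1 ranged from 1.74 to 17.6 CPM in the medium libraries and from 0.0706 to 0.572, close to the floor, in the high libraries, and lost its call in 13 of 21 alternatives, among them every fit without 1 of the high libraries. PGRP-SB2 (3L, 16726541 to 16727288, plus strand) fell from 16.5 ± 14.3 to 1.05 ± 1.69 CPM (log2 fold change -3.87, SE 1.18, edgeR adjusted p 0.031), with 1 high library at 0.052 CPM, and lost its call in 6 of 21 alternatives, among them the roX covariate and the fits without medium replicate 1, high replicate 1 or high replicate 2. CG3348 fell by 4.10 on the log2 scale (SE 0.45, edgeR adjusted p 0.00169). CG42586 (2L, 14741161 to 14741840, minus strand) fell from 465 ± 85.5 to 49 ± 9.67 CPM, a log2 fold change of -3.25 (SE 0.19, edgeR adjusted p 0.000305). It kept its call in all 21 alternatives in which it was tested. Its counts include fractions of shared reads in all 9 libraries, so it could not enter the fit of genes with whole counts.

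Of the 1961 genes changed between high and low density, 1570 were also changed between high and medium density, all in the same direction, 244 higher and 1326 lower at high density. Both comparisons share the high libraries, so overlap arises without any effect of density at medium. Over the 1961 genes, the median position of medium between low (0) and high (1) was 0.07, with single medium libraries at 0.051, 0.062 and 0.095. Simulated data with medium equal to low gave 0.07 to 0.09, and with medium equal to high 0.91 to 0.93. Library totals alone gave 0.167, and the roX covariate gave -0.004. Without high replicate 1 the position was -0.003, and without low replicate 1 it was 0.016.

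Among the 18 gene lists, camera called 9 between high and low density, 3 higher and 6 lower, at an adjusted p under 0.05 over 54 tests. These calls need 2 limits. With the correlation among genes estimated for each list, camera called 0 lists in each of the 3 comparisons, while 10 of the 18 lists had an unadjusted p under 0.05 at the preset correlation. Of the 10 ways to part the 6 high and low libraries into 2 groups of 3, 6 gave 9 or more lists, the labelled one included, so the number of lists called was no larger than under other groupings. With fry, 7 lists were called, of which 6 were also called by camera at the preset correlation; the other was lipid synthesis, lower at high density. Those 6 were the proteasome, DNA replication and cell cycle, lipid droplets and fatty acid oxidation, nitrogen waste and purines, the glutathione and UDP-glucuronosyl transferases, and cuticle proteins; the antimicrobial peptides, digestive enzymes and spermatocyte genes were not called with fry. Camera asks whether the members of a list changed more than other genes, and fry whether they changed at all. A call with fry therefore does not show that a list stood out from other genes. Directions of lists in camera are relative to other genes, and no list past the threshold changed direction with RLE, upper-quartile or library-total scaling.

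At high density the list of lipid droplets and fatty acid oxidation scored -0.45 ± 0.12 relative to low density (SD, n = 3; camera adjusted p 3.53e-08), and 17 of its 19 genes were lower. Of these, 10 were past the threshold over all genes and 12 when adjusted over the list alone. Its most abundant member Mcad (3L, 7719350 to 7721472, plus strand) fell from 321 ± 42.3 to 175 ± 12 CPM (log2 fold change -0.88, SE 0.14, edgeR adjusted p 0.0061). The list of nitrogen waste and purines scored -0.49 ± 0.14 (camera adjusted p 0.000292), with 6 of 13 genes changed over all genes and 8 adjusted over the list alone, and Gs1 (2L, 132077 to 134472, plus strand) fell from 1130 ± 54.9 to 445 ± 191 CPM (edgeR adjusted p 0.0109). Proteasome genes scored -0.21 ± 0.04 (camera adjusted p 1.5e-05; 20 of 40 genes over all genes, 29 adjusted over the list alone), and Rpn2 (3R, 29153524 to 29157255, plus strand) had a log2 fold change of -0.35 (SE 0.08, edgeR adjusted p 0.021), a call lost in 5 of 22 alternatives, among them library totals alone and each fit without 1 of the low libraries. The transferases scored -0.45 ± 0.12 (camera adjusted p 0.000212; 14 of 58 genes over all genes, 15 adjusted over the list alone), although GstD1 (3R, 12367817 to 12369268, minus strand), the most abundant, was not called (edgeR adjusted p 0.103) except without high replicate 1 and with the roX covariate and replicate block together. DNA replication and cell cycle genes scored 0.29 ± 0.14 (camera adjusted p 6.81e-08; 16 of 54 genes over all genes, 25 adjusted over the list alone). Their most abundant member polo (3L, 20309654 to 20313466, plus strand) rose by 0.27 on the log2 scale (SE 0.07, edgeR adjusted p 0.0329) and lost its call in 9 of 21 alternatives, among them each fit without 1 of the low libraries. Cuticle proteins scored 0.64 ± 0.24 (camera adjusted p 0.000436; 24 of 69 genes over all genes, 33 adjusted over the list alone), while Cpr49Ac (2R, 12386666 to 12390057, plus strand), the most abundant, fell from 11900 ± 1740 to 5120 ± 2460 CPM (edgeR adjusted p 0.0336), a call lost in 10 of 21 alternatives, among them library totals alone and each fit without 1 of the low libraries.

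The remaining calls between high and low density were less stable. Antimicrobial peptides scored -1.29 ± 0.63 at high density, but the low libraries themselves ranged from -0.66 to 1.11 (camera adjusted p 0.0284; 2 of 19 genes over all genes, 2 adjusted over the list alone). Without low replicate 2 or without high replicate 1 this list was not called, and Drs (3L, 3369556 to 3369942, plus strand; 500 ± 211 CPM at low and 95.5 ± 53.9 CPM at high density, edgeR adjusted p 0.0178) lost its call without low replicate 2. Digestive enzymes scored -0.37 ± 0.48 (camera adjusted p 0.00161; 20 of 48 genes over all genes, 24 adjusted over the list alone) and were not called without high replicate 3, which gave the highest adjusted p of this list, 0.831, across alternatives that ranged down to 3.75e-05. Their most abundant member Jon65Aiv (3L, 6039155 to 6040135, plus strand) was not called (edgeR adjusted p 0.142). Spermatocyte genes scored 0.48 ± 0.54 (camera adjusted p 0.00149; 2 of 36 genes over all genes, 0 adjusted over the list alone) and were not called without high replicate 3. Their most abundant member betaTub85D (3R, 9408383 to 9410282, minus strand) was not called (edgeR adjusted p 0.383). Salivary glue and late salivary gland genes scored 0.93 ± 0.10 at high density, from 0.84 to 1.03 against -0.05 to 0.07 in the low libraries, but members went both ways. Of 16 genes, 8 were called over all genes, 4 higher and 4 lower, and 10 adjusted over the list alone. The median log2 fold change was -0.20, and camera did not call the list (adjusted p 0.333). Against medium density 9 salivary genes were called over all genes, 3 higher and 6 lower, with a median of -0.54 and a camera adjusted p of 0.791. The high libraries of the ecdysone response list ranged from -0.61 to 0.00, and camera gave an adjusted p of 0.0688 against low density.

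Between medium and low density camera called 7 lists, and both fry and camera with an estimated correlation called 0, where 9 of the 18 lists had an unadjusted p under 0.05 at the preset correlation. In 5 of the 10 groupings of the 6 libraries as many lists were called. Spermatocyte genes scored -1.12 ± 0.58 at medium density (camera adjusted p 1.01e-15), with all 36 lower, 0 past the threshold over all genes and 30 adjusted over the list alone; betaTub85D measured 68.9 ± 26 CPM at medium and 147 ± 17.6 CPM at low density (edgeR adjusted p 0.13), called in DESeq2 and without medium replicate 2. The other 6 lists were higher. Ribosomal proteins (score 0.07 ± 0.05, camera adjusted p 4.55e-05), glycolysis (0.38 ± 0.24, 0.00248) and lipid droplets and fatty acid oxidation (0.16 ± 0.11, 0.00255) were called, as were cuticle proteins (0.30 ± 0.21, 0.00149), salivary glue and late salivary gland genes (0.59 ± 0.31, 0.00255) and larval serum proteins (0.59 ± 0.43, 0.0408). Over all genes 0 members of these 6 lists were called. Adjusted over the list alone, 3 lipid droplet genes, 2 cuticle genes and 3 salivary genes were. The most abundant members RpL5, Ald1, Mcad, Cpr49Ac, Sgs7 and Fbp1 were not called, with edgeR adjusted p-values of 0.586, 0.434, 0.921, 0.637, 0.919 and 0.875. The larval serum protein list was not called without low replicate 1, low replicate 3 or medium replicate 1.

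Between high and medium density camera called 9 lists, 2 higher and 7 lower. With fry 8 were called, 7 of them also by camera at the preset correlation and the other lipid synthesis; ribosomal proteins and larval serum proteins were not called with fry. In 5 of the 10 groupings of the 6 libraries as many lists were called. Spermatocyte genes had a median log2 fold change of 1.57 (camera adjusted p 1.21e-13), with all 36 called over all genes and all 36 adjusted over the list alone, and betaTub85D rose by 1.55 (SE 0.34, edgeR adjusted p 0.011), a call lost with the roX covariate. DNA replication and cell cycle genes were higher (median 0.25, camera adjusted p 0.00477; 13 genes over all genes, 10 adjusted over the list alone), but not called without high replicate 1. Lower lists were lipid droplets and fatty acid oxidation (median -0.48, camera adjusted p 2.51e-10; 15 and 16 genes), nitrogen waste and purines (-0.81, 0.000247; 7 and 11 genes), proteasome (-0.34, 0.00185; 36 and 38 genes), ribosomal proteins (-0.29, 0.00017; 40 and 58 genes), transferases (-0.32, 0.00714; 20 and 20 genes), ecdysone response (-0.35, 0.0284; 11 and 10 genes) and larval serum proteins (-0.54, 0.0349; 2 and 2 genes), where each pair gives the genes called over all genes and those adjusted over the list alone. These medians are over the members' fold changes. By the mean score of the list, the medium and high libraries overlapped for proteasome genes (-0.16 ± 0.09 and -0.21 ± 0.04, SD, n = 3), of which 7 were higher and 33 lower. The score of -0.16 at medium density rests on a minority of members: against low density 29 of the 40 proteasome genes were higher and 11 lower, with a median log2 fold change of 0.02, and camera did not call the list (adjusted p 0.816). The narrower proteasome list of 32 genes had the opposite direction in this comparison, higher at medium density, and was not called either (camera adjusted p 0.129). The medium and high libraries also overlapped for ribosomal proteins (0.07 ± 0.05 and -0.10 ± 0.14) and larval serum proteins (0.59 ± 0.43 and -0.26 ± 0.73), and not for the other 6 lists called. Without high replicate 3 the transferases and the larval serum proteins were not called, and without medium replicate 1 the larval serum proteins were not called. Among most abundant members, br (X, 1575132 to 1664869, plus strand) fell from 2230 ± 150 to 1410 ± 266 CPM (edgeR adjusted p 0.00951), Fbp1 (3L, 14094589 to 14098053, minus strand) from 29900 ± 4690 to 16900 ± 3180 CPM (0.013), Gs1 from 1170 ± 86.7 to 445 ± 191 CPM (0.00705) and Mcad from 328 ± 53.4 to 175 ± 12 CPM (0.00443). Calls were also made for Rpn2 (edgeR adjusted p 0.0109), polo (0.00705) and GstD1 (0.0252). Of these, Fbp1, Rpn2, polo and GstD1 lost their calls with the roX covariate, and RpL5 was not called (edgeR adjusted p 0.166) except without high replicate 1. Rpn2 also lost its call with library totals alone. GstD1 lost its call in 9 of 22 alternatives, among them library totals alone, upper-quartile factors and the removal of ribosomal RNA genes. Fbp1 also lost its call without medium replicate 1 or high replicate 2, and GstD1 without medium replicate 1, medium replicate 3, high replicate 2 or high replicate 3. Oxidative phosphorylation, lipid synthesis, heat shock proteins and cytochrome P450 genes were called by camera in none of the 3 comparisons, with adjusted p-values of 0.816, 0.25, 0.816 and 0.637 between high and low density.

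**Figure D3:**
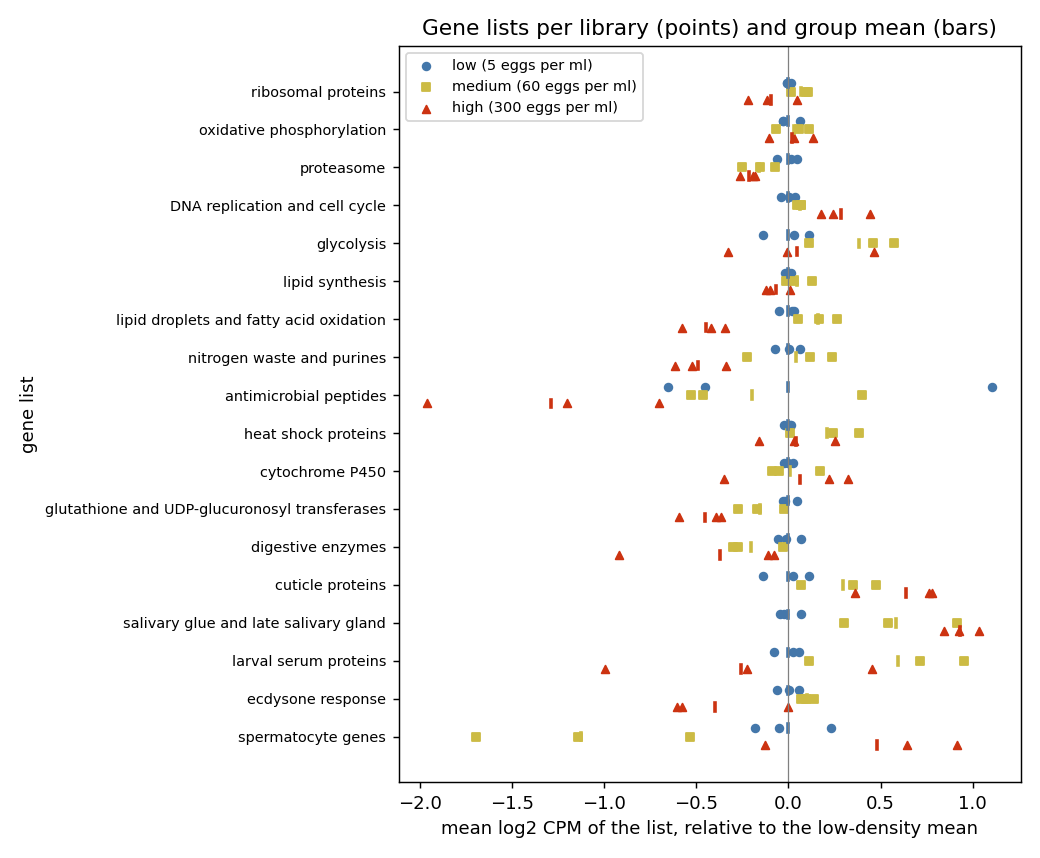
Mean log2 CPM of each of the 18 gene lists (y axis) relative to the mean of the low-density libraries (x axis), with 1 point per library and a bar at each group mean. Colour and shape give the density; spermatocyte genes scored from -1.69 to -0.53 in the medium libraries, and lipid droplets and fatty acid oxidation from -0.58 to -0.35 in the high libraries.

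The long non-coding RNAs roX1 (X, 3857230 to 3862697, minus strand) and roX2 (X, 11579065 to 11580432, plus strand) are made in males and served as markers of the sex of the pooled larvae. Levels of roX1 were 530 ± 213 CPM at low, 243 ± 142 CPM at medium and 502 ± 135 CPM at high density, and those of roX2 were 25.6 ± 11, 11.7 ± 7.38 and 22.3 ± 6.14 CPM (SD, n = 3). None of the differences between densities was called by edgeR, with adjusted p-values for roX1 of 0.167 for medium against low, 0.0933 for high against medium and 0.918 for high against low. Without medium replicate 2, both were called in the comparisons of medium with low and of high with medium. The 9 pools spanned 2.55 log2 units in the mean of roX1 and roX2.

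**Figure D4:**
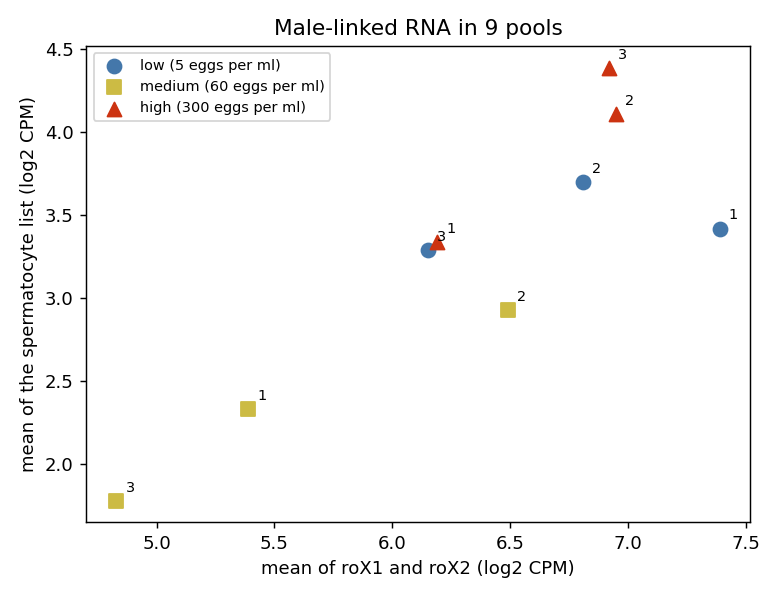
Mean log2 CPM of the spermatocyte list (y axis) against the mean log2 CPM of roX1 and roX2 (x axis) in the 9 libraries. Each point is 1 library with its replicate number, and colour and shape give the density; the roX mean was 5.39, 6.49 and 4.83 in medium replicates 1, 2 and 3 and between 6.15 and 7.39 in the low and high libraries.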

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

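The count of genes changed between high and low density stayed within 1.5 times of 1961 under 16 of 22 alternatives. It was 978 with only the 2 groups compared and 1193 among genes with whole counts, where fewer libraries or genes entered, and from 807 to 2755 across the fits that each left out 1 library. The main fit shares 1 spread per gene over all densities, although the median within-group SD was 0.131 at low, 0.152 at medium and 0.228 at high density. Fits with only 2 groups also change this spread. Their lower counts in both comparisons with high density therefore cannot be put down to fewer libraries alone. For high against medium density, 16 of 22 alternatives stayed within 1.5 times of 5102. The exceptions were 3095 with only the 2 groups compared, 1131 with the roX covariate, 2147 with the roX covariate and the replicate block together, and a range from 2675 to 5447 when 1 library was left out. For any density the roX covariate gave 1590 genes, the covariate with the block 2319, and leaving out 1 library from 990 to 4841. The limit to genes with whole counts, the removal of ribosomal RNA genes, the covariate with the block and the narrower proteasome list were chosen after seeing the data.

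The absence of calls between medium and low density held in 19 of 22 alternatives. With only the 2 groups compared 7 genes were called, and DESeq2 called 1554. Leaving out 1 library gave from 0 to 1094 genes, the highest without medium replicate 2 and 0 without any other library. In simulated counts DESeq2 made 40 false calls among 130 in this comparison and edgeR 7 among 85, so part of the DESeq2 count may be false; how large a part was not tested.

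The counts of lists stayed within 1.5 times under the other scalings and the filters on low counts, although the salivary list lost its call between medium and low density with at least 10 counts in every library. They did not under other treatments of the correlation among genes. Camera with an estimated correlation called 0 lists in each comparison, and fry called 0 between medium and low. Between medium and low density the roX covariate left 4 lists, of which 2 were among the original 7. Between high and medium density, 4 lists were called among genes with whole counts, where fewer genes entered. The narrower proteasome list changed none of the 3 counts of lists. Between medium and low density camera called neither list, and the narrower one was higher where the list reported was lower. For the other comparisons, its adjusted p was 5.67e-08 for high against low and 3.48e-07 for high against medium, the lowest of the alternatives for this list, whose adjusted p reached 0.64 and 0.663.

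The position of medium between low and high was 0.167 with library totals alone, 0.148 with upper-quartile factors, 0.095 without ribosomal RNA genes, -0.004 with the roX covariate and -0.154 with the covariate and the block together. It ranged from -0.003 to 0.096 when 1 library was left out. The cause was not tested.

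Replicate numbers did not pair the libraries: deviations from the group means correlated between -0.34 and 0.28 in the 9 pairs with the same number, and over 0.1 in 3 of them. With replicate number as a block (the paired fit), 1405 genes were called between high and low, 0 between medium and low, 4643 between high and medium and 3082 for any density, and the position of medium was 0.04.

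Directions reversed for some named genes that were not called. Between medium and low density, log2 fold changes with the roX covariate were -0.05 for Ald1, -0.03 for Mcad and 0.21 for Cpr49Ac; with the block added they were -0.50, -0.04 and 0.58. Library totals alone gave -0.08 for Mcad and -0.05 for Fbp1 in this comparison. The same scaling gave 0.04 for RpL5 between high and medium and 0.09 for roX1 between high and low, where upper-quartile factors gave roX1 a change of 0.00. Leaving out 1 library gave ranges of -0.09 to 0.15 for Mcad, -0.08 to 0.02 for Sgs7 and -0.07 to 0.16 for Fbp1 between medium and low, and of -0.35 to 0.26 for roX1 and -0.49 to 0.16 for roX2 between high and low. The cause was not tested.

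Among gene lists, ribosomal proteins reversed among genes with whole counts, between medium and low (adjusted p 0.0978, where alternatives ranged from 1.24e-08 to 0.81) and between high and medium (0.359, range 1.38e-07 to 0.722). With the roX covariate and the block, 4 lists reversed between medium and low: ribosomal proteins (0.81), glycolysis (0.0179, range 0.000249 to 0.88), cuticle proteins (0.706, range 1.12e-05 to 0.706) and larval serum proteins (0.225, range 0.00537 to 0.738). The cause was not tested. Over all alternatives, the values of gene lists past the threshold kept direction and side 503 times, lost the call 64 times and reversed 6 times, and those of named genes did so 936, 82 and 22 times, with 15 gains of a call. Depth limits the size of some changes: the folds of ng1, ng2, CG13230, CG11659, hgo, IM1 and PGRP-SB2 rest on groups in which at least 1 library had 3 counts or fewer.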

Other observations

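The roX covariate, fry, camera with an estimated correlation and the fits that leave out a library were chosen before the data were examined. The other tests in this part were chosen after the results they bear on had been seen. Of these, the tests of chance sampling of larvae and of a mixed pool were set before their own outcome was computed. In groups of 3, the smallest two-sided exact p is 0.1.

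Other groupings of the same libraries were tested to see how often chance gives as many calls. For genes, 1 of the 10 splits of the 6 high and low libraries gave as many calls as the labelled split (itself), and the same held for high and medium, where 1 of 10 did. For medium and low all 10 of 10 splits did, since the labelled split gave 0 calls (with 3223 genes at an unadjusted p under 0.05). With 10 splits the design cannot give a share under 0.05. For any density, 1 of 100 drawn splits of the 9 libraries gave as many genes as the labelled one, which argues against an accidental arrangement of the libraries; the largest count in the other splits was 1937 and the median 0. For gene lists the labelled splits did not stand out: 6 of 10 splits gave as many lists for high and low, 5 of 10 for medium and low, and 5 of 10 for high and medium. Regrouped libraries gave up to 15 lists. Camera at a preset correlation of 0.01 therefore made as many calls between mixed groups as between densities, although it made 0 calls in 90 tests of lists of independent simulated genes. A candidate explanation is that genes of 1 list vary together between pools, by more than the preset correlation allows. With an estimated correlation 0 lists were called. The mixed groups hold unequal numbers of libraries of each density, so part of a difference between densities can also remain in them. They are therefore not a baseline without change, and their counts of lists cannot decide between these sources.

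After every library was thinned to the total of the smallest, 1869 genes were called between high and low density, against 1961 before, which argues against unequal depth as the source of the count. A trend on exon length and abundance was removed as another check on the gene lists. This check tested the signed z-scores of the edgeR p-values with the preranked form of camera, so its p-values before the correction differ from those of the main test: 10 lists were past the threshold between high and low density, the 9 of the main test and ribosomal proteins, which the main test did not call (adjusted p 0.092). The 9 lists were tested one by one, and they are grouped here by an outcome already seen. The lists of DNA replication, lipid droplets, antimicrobial peptides, transferases, cuticle proteins and spermatocyte genes, 6 in all, kept call and direction, which argues against length and abundance as their whole cause. The proteasome, nitrogen waste and digestive enzyme lists, 3 in number, lost their calls. These lists stayed lower, with preranked camera adjusted p-values of 0.0541, 0.165 and 0.664 after the correction. For these, a bias and a real change of short or abundant genes cannot be told apart, because removing the trend also removes a real change that follows it. The correction also made calls: between high and low density, oxidative phosphorylation went from an adjusted p of 0.929 to 0.00164, glycolysis from 0.355 to 0.00164 and the salivary list from 0.929 to 0.0473, all higher. Ribosomal proteins changed direction from lower (adjusted p 0.00703) to higher (0.000308). Between high and medium density the proteasome (0.484), nitrogen waste (0.222) and ribosomal (0.175) lists lost their calls, and between medium and low density glycolysis and the salivary list did (0.0674 each).

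The share of male larvae in the pools may differ between libraries. The means of roX1 and roX2 were 6.78 ± 0.62 at low, 5.57 ± 0.84 at medium and 6.69 ± 0.43 at high density (log2 CPM, SD, n = 3). Exact two-sided permutation tests of these means gave p 0.2 for medium against low and for high against medium, and 1 for high against low (adjusted 0.3, 0.3 and 1 over 6 tests). They cannot go under 0.1 with 3 against 3 libraries, so they decide nothing. Yp3, a yolk protein gene of females that was looked at after its values were seen, moved opposite to roX. It measured 2.79, 1.12 and 3.45 CPM in medium replicates 1, 2 and 3, from 0.304 to 0.812 CPM in the low libraries and from 0.318 to 0.76 CPM in the high libraries. Its edgeR log2 fold change was 2.33 for medium against low (adjusted p 0.13) and -2.34 for high against medium (adjusted p 0.0142). The mean log2 CPM of 16 Y-linked genes outside the spermatocyte list was lowest in the medium libraries. It ranged from -0.9 to 0.02 there, from 0.38 to 0.86 at low and from 0.31 to 1.43 at high density. Whether these genes are active outside the testis was not tested, so they cannot part the share of males from a change in testis RNA. The fall of the spermatocyte list from low to medium density was put to 2 tests, which treat the slope on roX in different ways and had different outcomes. The first used roX as a covariate. The median log2 fold change of the list went from -1.10 to -0.44, where camera still called it (adjusted p 2.97e-08; alternatives ranged from 3.64e-19 to 0.64) and fry did not (adjusted p 0.468). In this first test the slope on roX was fitted, and the mean of the list had a slope of 0.58 on roX within densities. The second, chosen after the first had been seen, took the list relative to roX, which sets this slope to 1. This measure changed by 0.08 from low to medium (exact two-sided p 0.8, adjusted 0.96). It lay between -3.56 and -3.06 in the medium libraries, within the range of -3.97 to -2.86 in the low libraries. The value of -3.97 is that of low replicate 1, on which the change leans. A lower share of males at medium density stays a candidate explanation, and the levels of roX and Yp3 go with it, since a change in testis RNA alone would not be expected to raise Yp3. Yp3 is 1 gene at a low level, the tests of the list differ in outcome, and the exact test cannot pass, so for this fall the share of males cannot be told apart from a change in testis RNA. From medium to high density the list rose by 0.49 relative to roX, with no overlap between the libraries (exact two-sided p 0.1, adjusted 0.3). With the covariate its median log2 fold change was 0.93, against 1.57 without it, called by camera (adjusted p 6.36e-09; alternatives ranged from 2.75e-17 to 0.64) and not by fry (0.132). From low to high density, where the roX means changed by -0.09, the list rose by 0.57 relative to roX, again with no overlap (exact two-sided p 0.1, adjusted 0.3). Relative to roX the list was at -3.97, -3.11 and -2.86 in low replicates 1, 2 and 3, so this rise leans on low replicate 1. In the high libraries the list was between -2.84 and -2.54 relative to roX, close to low replicate 3. With the covariate its median log2 fold change was 0.51, against 0.50 without it, called by camera (adjusted p 8.75e-05; alternatives ranged from 1.17e-07 to 0.722) and not by fry (0.242). Without high replicate 3 and without the covariate, the list was not called by camera (0.116). These values lean against the share of males as the whole cause of the rises to high density, weakly for the rise from low density. The exact tests cannot pass and the camera calls were no more frequent than under other groupings, so for both rises the share of males cannot be told apart from a change in testis RNA.

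The same explanation was weighed for the genes that differ between high and medium density, again with 2 tests. Of the 2749 genes higher at high density, 89.9% rose with roX among libraries of 1 density, against 49.7% of all tested genes. The first test set this share against 1000 random directions within densities, and 8% of these gave as large a share of rising or of falling genes. The second was chosen after the first had been seen and was one-sided. Among the 216 orders of roX within densities, the exact permutation p was 0.0417 for this share, and 0.0278 for the slope of 0.58 of the spermatocyte list on roX (both 0.0417 adjusted over these 2 tests). The tests fall on different sides of 0.05, and the second was picked with the first in view, so its p-value may overstate the evidence. Of the 2353 genes lower at high density, 43.7% rose with roX, with a median slope of -0.01, against 0.52 for the higher genes. With the roX covariate 255 of the 2749 higher and 822 of the 2353 lower genes stayed past the threshold. These counts decide nothing for either set. The roX means of these densities were unequal, so the covariate may remove part of an effect of density, and roX is an inexact measure of the share of males, so it may also leave part of an effect of that share. Part of each set was also called in the same direction between high and low density, where the roX means were 6.69 and 6.78. Of these, 55.2% of the 1326 lower genes and 32% of the 244 higher genes rose with roX among libraries of 1 density, where a difference in the share of males would need few of the lower and most of the higher genes to do so. This argues against the share of males as the whole cause for these genes. For the other genes of both sets, the share of males cannot be told apart from an effect of density. Of the 539 genes higher in high than in low density, 22.8% rose with roX.

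Chance sampling of larvae was weighed as a source of the roX differences. In 2.82% of 100000 draws of 9 pools of 10 larvae with even odds for each sex, the group means of the log2 number of males ranged by as much as the observed 1.21. The draws assume that roX follows the number of males alone. The 9 libraries ranged over 2.55 log2 units against a median of 1.42 in the draws, so roX may have other sources of spread. Under that assumption the draws argue against chance sampling alone, by the limit of 5% set before the outcome was computed. Other sources of spread in roX, and an effect of density on which sex was collected, stay open and were not tested.

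High replicate 3 lay apart from the other high libraries. Without it, 2755 genes were called between high and low density, and 2740 of them were among the 12883 genes tested with all libraries. Over these 2740 genes its median position was 0.48 between the low libraries (0) and the mean of high replicates 1 and 2 (1). Low libraries left out in the same way lay at -0.07, 0.08 and 0.09, and medium libraries at 0.10, 0.05 and 0.13 over these genes. High replicate 3 was on the side of the other high libraries in 89.0% of the genes, which argues against a mislabelled low or medium library. A pool that mixed larvae from a lower density would lie at 1 linear position for all genes, but the median linear position was 0.28 over the 912 genes higher and 0.62 over the 1828 genes lower in high replicates 1 and 2. This argues against a simple mixture. The medians differ by little more than the 0.3 set beforehand as the limit, they rest on 1 library, and the genes were chosen on the other 2 high libraries. The ecdysone response list scored -0.61 and -0.58 in high replicates 1 and 2 and 0.00 in high replicate 3. A difference in developmental time at collection is a candidate explanation, with a level of 0.00 in replicate 3, but developmental time cannot be told apart from other differences between these pools, because no label gives the time of collection.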
